A study of Mus musculus with 9 samples. Its data were reported in "JNK1/2 represses Lkb1-deficiency-induced lung squamous cell carcinoma progression" (2019).

How the data were processed

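RNA from mouse lung or lung tumour tissue was labelled with a single dye and hybridised to Agilent mouse gene expression arrays, with 1 array per sample. The 9 arrays came from 3 groups of 3 mice at 3 months of age: wild-type lung (WT), adenosquamous carcinoma (ASC) and squamous cell carcinoma (SCC). Groups and replicate numbers were taken from the sample titles.

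The authors scanned the arrays and read them with Agilent Feature Extraction 11.0.1.1, per the file headers. The deposited scanner files hold 62976 spots per array, of which 59305 were not controls. The processed signal in the deposited files is a spot intensity on a linear scale, from which the software had subtracted the background and a spatial trend. It carries no scaling between arrays. The authors also deposited a series matrix of log2 values, which the methods describe as quantile normalised in the Partek software. The columns of that matrix shared a distribution, with sorted values at most 0.0013 apart. Each column correlated with the log2 processed signal of its own array across probes, at a Pearson's r from 0.99877 to 0.99992.

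The main values were computed from the scanner files. Spots flagged as outliers were set to missing (168 to 332 non-control spots per array), control spots were left out, and the log2 processed signal was quantile normalised between arrays with limma 3.58.1 in R 4.3.3, as the methods state for the study. Spots of the same probe were then averaged, which gave 55681 probes. No spot was marked as saturated. Between 52.1% and 59.0% of the non-control spots of an array were well above background by the software's own flag. The 75th percentile of the signal ranged from 346 to 595. The number of arrays limits the precision, since each group has 3.

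The scanner files carry accessions but no gene symbols. The accessions were matched without versions to a RefSeq table of assembly GRCm38.p6, and 26582 probes (47.7%) received a symbol, for 20145 genes. The table was used for names alone, and no coordinates are given, because the array design and the table rest on different assemblies. Where a gene had several tested probes, the brightest over all 9 arrays stood for the gene, and other probes are given where they disagree.

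Probes were tested if they were well above background on every array of at least 1 group, which left 30277 probes and 14634 genes. A linear model with a mean per group was fitted in limma to all 9 arrays, so that the groups shared an estimate of the spread, and was moderated by eBayes (residual degrees of freedom 6, prior degrees of freedom 1.92). It is the moderated form of the one-way model that the methods name. Adjusted p-values are from limma with Benjamini-Hochberg adjustment over the probes tested. A probe was called at an adjusted p under 0.05 with a log2 difference above 1 in size. Errors of differences are limma's moderated standard errors, and errors of group means are standard deviations. A probe that was not well above background on any array of a group has only a bound there. Its fold is then given as "at least", from the mean of the bright group against, per array of the dim group, the higher of the lowest signal well above background and the probe's own signal.

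A list of 17 genes was fixed in advance from the study's topic, of which 1 is not reported here and was taken out of the list and its counts after the data were seen, for a reason unrelated to its values, which left 16. For each of SCC against WT, ASC against WT and SCC against ASC, the text also names the 5 genes with the largest rise and the 5 with the largest fall among those called, with non-overlapping groups and a signal well above background on all arrays of both groups, and up to 3 genes per direction with the largest lower bound on the fold. Gene sets for squamous epithelium, alveolar type 1 and type 2 cells, airway club and ciliated cells, endothelium, neutrophils, proliferation and immediate early genes were also written in advance from general knowledge, and a short list of sex-linked genes was used only to read the sex of the animals. Sets with at least 5 tested genes were tested with limma's camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over 24 tests (8 sets in 3 comparisons). These choices were made before the data were examined.

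The correlation of the SCC and ASC effects across probes was set beside 100 simulations of unchanged tumour groups against the same WT arrays. The tests were run on simulated data first. In a simulation of 30071 probes for SCC against WT, with 200 changed by 2 on the log2 scale, 75.5% were recovered and 5 of the 156 calls were false. For SCC against ASC on the same probes, 9 of the 160 calls were false. This simulation gave all groups the same spread. In the data the median variance within ASC and SCC was 2.32 and 2.27 times that within WT. The simulated share of false calls thus does not carry over to SCC against ASC in the data. In a simulation of the set test for SCC against WT on 14567 genes, the shifted set was called, and so was 1 of the 7 unshifted sets. In 100 further simulations with no change, 1.0% of the sets were called, with a call in 8 of the simulations. The simulated genes were independent, unlike genes of a real set.

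Alternatives were 75th percentile scaling, scaling on 7 of the 10 spike-in probes, normexp background correction (offset 50) before quantile normalisation, the series matrix values, other filters on dim probes, slide and replicate number as blocks, a variance trend with robust moderation, a fit to the compared groups alone, no fold threshold, the one-way model that the methods name without moderation (at a fold over 2 and an unadjusted p under 0.01, a threshold chosen here, and after Benjamini-Hochberg adjustment), the mean over all tested probes of a gene, fry and an estimated correlation for the gene sets, and leaving out each array in turn. Normexp used the median spot signal, since the files used here carry that column and no mean signal. The arrays lay on 2 slides, with 6 arrays (replicates 1 and 2 of each group) on slide 1 and 3 arrays (replicate 3 of each group) on slide 2, and the scan dates split the arrays in the same way.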

Results

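Gene expression was measured in whole wild-type mouse lungs (WT), in lung adenosquamous carcinomas (ASC) and in lung squamous cell carcinomas (SCC) at 3 months of age, with 3 mice per group. The tumours arose after deletion of floxed alleles in the airway epithelium by a Cre recombinase driven from the Clara cell secretory protein gene (Scgb1a1). Lkb1 (Stk11), a kinase gene, is among the floxed genes in the labels of both tumour groups, so the tumours cannot be attributed to its loss alone. The WT mice carried floxed alleles without Cre. ASC tumours hold both glandular and squamous parts. ASC replicates 1 and 2 were described as whole lung and the other tumour samples as whole lung tumour. Between 52.1% and 59.0% of the spots of each array were well above background, and 30277 probes for 14634 genes were tested.

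Arrays of the same group resembled each other most in WT. Pearson's r between arrays across probes, which are not independent replicates, was 0.982 to 0.988 within WT, 0.965 to 0.976 within ASC and 0.961 to 0.976 within SCC. Between ASC and SCC arrays it was 0.931 to 0.976, which overlapped the range within each tumour group, whereas between WT and tumour arrays it was 0.867 to 0.910. The first principal component took 65.1% of the variance and separated the WT arrays (-157 to -152) from the tumours, among which SCC replicate 1 lay nearest to WT (43.3, against 67.1 to 96.8 for the other tumours). The second took 13.8%, with ASC replicate 3 (110) and SCC replicate 2 (-82.4) at its ends.

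Stk11 was examined first. Its probe (NM_011492) read 10.71 ± 0.08 (SD, n = 3, log2 signal) in WT, 9.43 ± 0.07 in SCC and 9.28 ± 0.20 in ASC. Its difference from WT was -1.28 (SE 0.13, limma adjusted p = 0.000297) in SCC and -1.435 (SE 0.13, limma adjusted p = 0.000122) in ASC. Stk11 kept its direction and an adjusted p under 0.05 in each comparison with WT in the 13 alternatives run for single genes, which include leaving out single arrays.

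The comparison of SCC with WT asked what distinguishes squamous carcinomas from normal lung. Of the 30277 probes, 6690 were called, 3037 higher and 3653 lower in SCC, which covered 3646 genes. The normexp correction moved this count most among the scalings, to 4393. With slide as a block it was 6558, and on the slide 1 arrays alone 4900. Scaling on spike-in probes gave 6957 calls. The median difference of all probes was then -0.46, against -0.03 in the quantile-normalised values, and the share of higher probes among the calls was 23.0% in place of 45.4%.

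Rises and falls were ranked among genes well above background on all WT and SCC arrays. The largest rises in SCC were in Krt14 (9.96, SE 0.88, limma adjusted p = 0.000155), Ltf (8.29), Cysrt1 (8.03), Fxyd4 (8.02) and Pthlh (7.73). Krt14 read 5.43 ± 0.06 in WT and 15.39 ± 1.93 in SCC (SD, n = 3). The largest falls were in Bex4 (-6.29, SE 0.23, limma adjusted p = 8.52e-06), Acoxl (-6.22), Colq (-5.76), Hpgd (-5.57) and Pcolce2 (-5.41). The limma adjusted p of the genes named here was at most 0.00221. Sprr2d was at least 5360-fold higher in SCC than in WT, where it was not well above background on any array, and Sprr2f and Sprr2g were at least 2070-fold and 1440-fold higher. These 3 genes belong to a family of similar sequence, so a probe can bind RNA of more than 1 of them. Eif2s3y, Gp9 and Chrdl1 were not well above background on any SCC array and were at least 29.1-fold, 21-fold and 12.2-fold lower than in WT. Eif2s3y is Y-linked, and 1 of the 3 WT arrays and none of the 6 tumour arrays had a male pattern of sex-linked transcripts. Eif2s3y read 10.94 on that WT array, against 8.13 and 8.05 on the other WT arrays. Its bound was thus raised by that array, and was not computed without it.

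ASC was compared with WT in the same way. There were 7883 calls, 3357 higher and 4526 lower in ASC, for 4217 genes. Normexp gave 5125, the slide block 7767 and the slide 1 arrays alone 6374. Under spike-in scaling, with a median difference of -0.51 against 0.04, the count was 8797 and 17.9% of the calls were higher, against 42.6% in the quantile-normalised values. Krt14 (9.80, SE 0.88, limma adjusted p = 0.000115), Calml3 (9.19), Agr2 (8.88), Ltf (8.42) and Pthlh (8.36) rose most. Pcolce2 (-6.67, SE 0.85, limma adjusted p = 0.000613), Gm4956 (-6.60), Tmem100 (-6.13), Inmt (-6.09) and Slc38a5 (-6.05) fell most. The limma adjusted p of these genes was at most 0.00112. Pitx1, Krt17 and Sprr2d were dim on all WT arrays and at least 1490-fold, 1360-fold and 1290-fold higher in ASC. Acoxl, Fabp1 and Slc7a10 were dim on all ASC arrays and at least 159-fold, 136-fold and 117-fold lower than in WT.

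The combined tumour profile, the mean of ASC and SCC against WT, gave 7527 calls, with 3262 higher and 4265 lower. Normexp lowered it to 4725, the slide block gave 7450 and the slide 1 arrays alone 6343. With spike-in scaling it was 9539, of which 18.8% were higher in place of 43.3%, at a median difference of -0.48.

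The resemblance of the tumour types was then described. Across 30071 probes with a value on all arrays, the SCC and ASC effects correlated at r = 0.9, and 84.4% had the same sign. Both effects share the WT arrays, and simulated unchanged tumours gave a median r of 0.499 (0.477 to 0.523) and a same-sign share of 66.7%. Using different WT arrays for the effects gave an r of 0.830 to 0.865 over 6 pairings. Within slide 1 it was 0.915 and within slide 2, with 1 array per group, 0.760, again with shared WT arrays. Between slides, without shared arrays, the SCC effects correlated with each other at 0.858 and the ASC effects at 0.846. SCC effects on slide 1 correlated with ASC effects on slide 2 at 0.741, and ASC effects on slide 1 with SCC effects on slide 2 at 0.842. Of the calls, 5383 probes were called in both tumour types, 5379 of them in the same direction, while 1307 were called in SCC alone and 2500 in ASC alone. Of the shared calls, 66.0% had the smaller effect in SCC. A call in a single tumour type does not show that the types differ, which was tested directly.

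**Figure D1:**
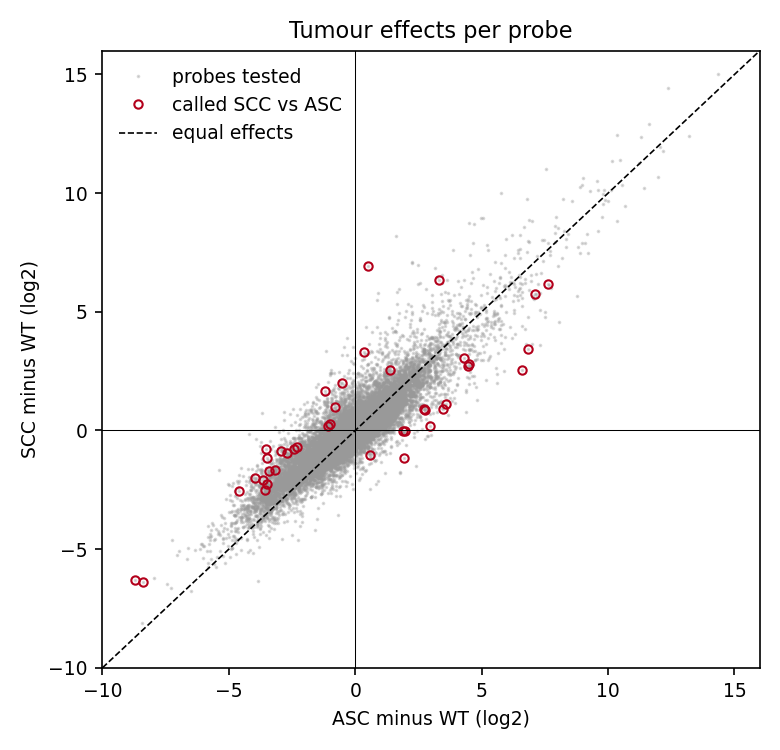
Log2 difference from WT of each tested probe in ASC (horizontal axis) and SCC (vertical axis), with the line of equal effects and the 40 probes called between SCC and ASC circled. Most probes lie along the line (r = 0.9 across 30071 probes).

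The direct comparison of SCC with ASC called 40 probes, 24 higher and 16 lower in SCC, for 17 genes, at a smallest limma adjusted p of 0.0124. At an unadjusted p under 0.05 there were 6329 probes. The 40 calls rested on the estimate of the spread shared with WT. A fit to the ASC and SCC arrays alone called 0 probes, the slide block 1 and the slide 1 arrays alone 0. The unmoderated one-way model gave 514 probes at a fold over 2 and an unadjusted p under 0.01, and 2 after Benjamini-Hochberg adjustment. Leaving out ASC replicate 1 gave 269 calls and leaving out ASC replicate 2 gave 0. The named genes were Plekhs1 (3.06, SE 0.36, limma adjusted p = 0.0461), Homer2 (1.82), Ankrd33b (1.51), Dpp4 (1.24) and Togaram2 (1.23), which were higher in SCC. Scgb1c1 (-3.12, SE 0.38, limma adjusted p = 0.0461), Tst (-1.90), Apcdd1 (-1.87), Ifitm1 (-1.74) and Camk2n1 (-1.61) were lower. Slain1, Bex4 and 9830107B12Rik were dim on all ASC arrays and at least 1.5-fold, 1.33-fold and 1.08-fold higher in SCC. All 13 kept their direction in the alternatives run for single genes, but 0 of the 13 passed the adjusted p with the slide block and 0 without ASC replicate 2 or without ASC replicate 3. The direction could not reverse with an array left out, since the SCC and ASC arrays of these genes did not overlap. The blocks left the differences unchanged, so the kept direction is little evidence of stability.

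Of the 16 genes of the fixed list, 8 passed an adjusted p of 0.05 in SCC against WT, and 9 adjusted over the list alone, the additional gene being Mapk9. In ASC against WT it was 7 by both adjustments, and in the combined tumours against WT 8 by both. In SCC against ASC it was 0 by both. Markers of squamous epithelium rose. Krt5 went from 3.81 ± 1.08 in WT, where 1 of 3 arrays was above background, to 16.22 ± 1.77 in SCC and 17.01 ± 0.44 in ASC (SD, n = 3). Sox2 rose by 2.10 in SCC and 3.11 in ASC (SE 0.35 each, limma adjusted p = 0.00265 and 0.000314). The Trp63 probes disagreed. The brightest (NM_001127261) read 11.94 ± 0.08 in WT (SD, n = 3) and changed by -0.27 in SCC and -0.23 in ASC (SE 0.23, limma adjusted p = 0.388 and 0.441), while another (NM_011641) read 3.04 ± 1.56 in WT, where 1 of 3 arrays was above background, 10.78 ± 0.60 in SCC and 11.84 ± 0.07 in ASC (SD, n = 3).

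In the kinase pathway that the study followed, Jun, which encodes a target of the JNK kinases, fell from 14.96 ± 0.06 in WT to 13.42 ± 0.51 in SCC and 12.59 ± 0.44 in ASC (SD, n = 3). The limma adjusted p was 0.005 and 0.000509. Map2k4 was higher by 0.74 and 0.79 (SE 0.18, limma adjusted p = 0.0144 and 0.0092), but neither difference passed the threshold under spike-in scaling (0.245 and 0.178). The SCC difference of Map2k4 also did not pass without WT replicate 2 (0.64, limma adjusted p = 0.0538) or without WT replicate 3 (0.70, limma adjusted p = 0.0523). These values are of the brightest probe. A dimmer Map2k4 probe, above background on all 9 arrays, was higher by 0.78 in SCC and 0.79 in ASC. Its SE was 0.11 (limma adjusted p = 0.00152 and 0.00107), and it was not run alone in the alternatives. Map2k7 did not pass the threshold (-0.65 in SCC, SE 0.39, limma adjusted p = 0.22, and -0.20 in ASC, limma adjusted p = 0.703), and neither did Mapk8, Mapk9, Prkaa1, Mtor or Nkx2-1 (limma adjusted p from 0.0608 to 0.993). The Map2k7 probe read at most 5.81 on the SCC arrays and at least 5.95 on the WT arrays. Under spike-in scaling its differences were -1.21 in SCC (limma adjusted p = 0.0534) and -0.93 in ASC (limma adjusted p = 0.117). ASC replicate 3 read 6.99, against 5.49 and 5.63 on the other ASC arrays. With an array left out, the ASC difference of Map2k7 ranged from -0.675 to 0.076, at a lowest limma adjusted p of 0.0504. Mapk9 in SCC (-0.75, SE 0.27) passed when adjusted over the list alone (limma adjusted p = 0.0456). Over all probes it passed under spike-in scaling (-1.14, limma adjusted p = 0.0495) and without WT replicate 1 (-0.96, limma adjusted p = 0.0414), and Prkaa1 in SCC under normexp (-0.32, limma adjusted p = 0.048). For Mapk8, a dimmer tested probe was lower than in WT by 0.81 in SCC (limma adjusted p = 0.0195), where 1 of 3 arrays was above background, against a difference of 0.76 in the brightest. That probe was not above background on any ASC array, so its ASC difference is not given. Tnf was higher by 2.54 in SCC and 1.92 in ASC (SE 0.49, limma adjusted p = 0.00539 and 0.0142). Il1b was not past the threshold (1.54 in SCC, SE 0.65, limma adjusted p = 0.0934, and -0.07 in ASC), although without SCC replicate 1 the SCC difference was 2.12 (limma adjusted p = 0.0313). Scgb1a1, near the top of the scale at 18.47 ± 0.01 in WT (SD, n = 3), differed from WT by -1.48 in SCC (SE 0.49, limma adjusted p = 0.0428) and by -1.15 in ASC (limma adjusted p = 0.0854). The SCC call was lost in 8 of 13 alternatives, among them the slide block (limma adjusted p = 0.0616) and the fits without any single WT array, without SCC replicate 2 (-1.41) or without SCC replicate 3 (-1.11). Over the 13 alternatives its limma adjusted p ranged up to 0.128.

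**Figure D2:**
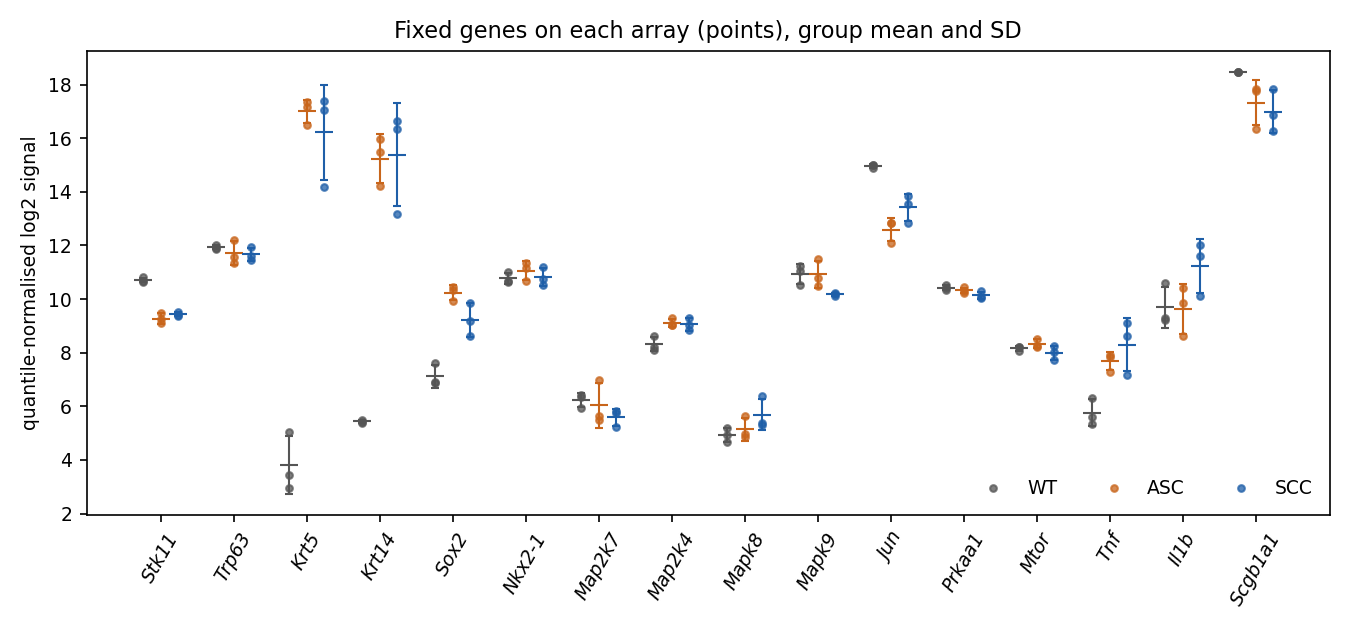
Quantile-normalised log2 signal (vertical axis) of the brightest tested probe of each fixed gene (along the horizontal axis), with a point per array, bars for the group mean and whiskers for the SD (n = 3 per group). Stk11 and Jun lie lower and Krt5, Krt14 and Sox2 higher on every tumour array than on every WT array.

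Gene sets written in advance were compared last. The squamous set (27 genes) was higher by a mean of 7.02 in SCC and 6.62 in ASC (limma camera adjusted p = 3.27e-13 and 7.76e-11), with 26 of 27 genes higher in each. The exception was Trp63, which stood in the set by the brightest of its disagreeing probes. For 11 of the 27 genes all WT arrays were dim, and with these at their bounds the means were 6.37 and 5.97 and the medians 4.96 and 4.75. Under normexp the means were 5.16 and 4.82. The endothelial set (16 genes, 16 lower in each) changed by -2.54 and -3.24 (limma camera adjusted p = 2.06e-08 and 1.69e-09), and the alveolar type 1 set (12 genes) by -1.69 and -2.44 (limma camera adjusted p = 0.000179 and 6.78e-06). The alveolar type 2 set (15 genes) was lower in ASC (-1.95, limma camera adjusted p = 0.00268) and not past the threshold in SCC (-0.88, limma camera adjusted p = 0.0848). The SCC difference was just past it with the slide block (limma camera adjusted p = 0.0488) and with no filter on dim probes (0.0487). The airway set (12 genes) was near the threshold in both (-1.03, limma camera adjusted p = 0.0464 in SCC, and -1.01, 0.0568 in ASC). Without WT replicate 2 the SCC value was -0.55 and not past the threshold (limma camera adjusted p = 0.174). The airway set in ASC passed without ASC replicate 2 (-1.17, limma camera adjusted p = 0.0487). The airway medians were lower, at -2.12 and -2.67, while Bpifa1 and Scgb3a1 rose. The proliferation set (17 genes, all higher in each) rose by 1.97 and 1.59 (limma camera adjusted p = 3.51e-05 and 0.00104). Neutrophil and immediate early genes were not past the threshold in either comparison with WT. The neutrophil differences were 0.96 in SCC and -0.70 in ASC, and those of the immediate early set 0.31 and -0.10. With an array left out, the neutrophil differences ranged from 0.67 to 1.42 in SCC and from -1.21 to -0.15 in ASC. The immediate early difference in SCC then ranged from 0.19 to 0.47. In ASC the immediate early median was 0.03, opposite in sign to the mean.

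SCC lay above ASC in the alveolar type 2 (1.07, limma camera adjusted p = 0.000303), alveolar type 1 (0.75, limma camera adjusted p = 0.000136), endothelial (0.70, limma camera adjusted p = 1.97e-06), neutrophil (1.66, limma camera adjusted p = 3.4e-05) and immediate early sets (0.40, limma camera adjusted p = 0.00669). The squamous (0.40), proliferation (0.38) and airway sets (-0.02, with a median of 0.34 and 8 of 12 genes higher) were not past the threshold. Single arrays decided several of these results. The squamous set passed without SCC replicate 1 (1.12, limma camera adjusted p = 0.00076), the proliferation set without ASC replicate 1 (0.60) or ASC replicate 2 (0.75), and the airway set without SCC replicate 2 (0.62). Without ASC replicate 3 the proliferation difference was -0.21. The immediate early set did not pass without ASC replicate 2 (0.30) or without SCC replicate 3 (0.28). Of the 15 set tests past the threshold with camera's preset correlation, 13 also passed with fry, which did not call the endothelial and immediate early differences between SCC and ASC. With an estimated correlation 0 of the 24 tests passed.

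**Figure D3:**
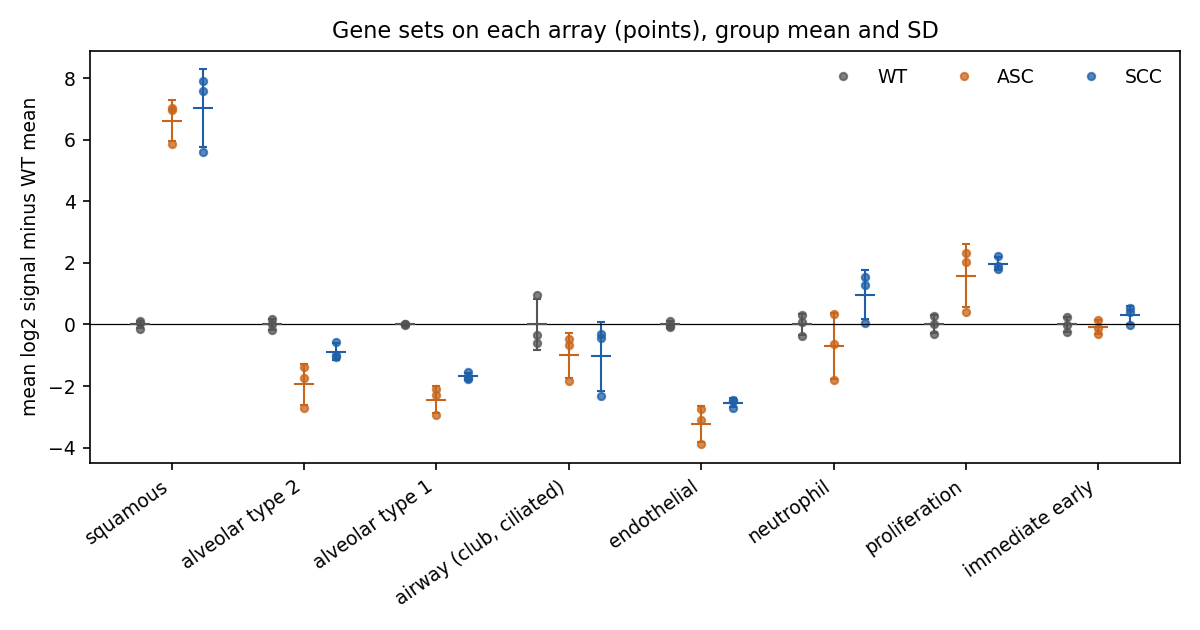
Mean log2 signal minus the WT mean (vertical axis) of each gene set (along the horizontal axis), with a point per array, bars for the group mean and whiskers for the SD (n = 3 per group). The squamous set is higher and the alveolar and endothelial sets lower on all 6 tumour arrays than on the WT arrays.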

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

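The tests of a single deciding array, of unequal spread and of the share of normal lung between SCC and ASC, with and without club cell genes, were chosen only after the results were seen, and so were the single genes named here.

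The SCC and ASC effects differed in 40 probes, of which 9 had fitted differences from WT of opposite sign. Some of these are little change in SCC rather than opposite effects, since the SCC differences of the Tst probes were -0.014 and -0.018 and those of the Togaram2 probes 0.17 and 0.25. The Tbx15 probe was dim on all WT and all ASC arrays, so the sign of its ASC difference is not resolved. These 9 include 2 probes each of Togaram2 and Tst, and probes of Tbx15, Homer2, Camk2n1 and Scgb1c1. The evidence for a difference is weak. The median variance within ASC and SCC was 2.32 and 2.27 times that within WT, so the spread shared by the 3 groups understates that of the tumours. With a weight per group, limma called 1 probe, which fits a spread that is unequal between the groups as the source of most of the calls. A fit to the tumour arrays alone called 0 probes, and the other 9 splits of those arrays at most 1. Against a count of 0, all 10 of the 10 splits give at least as many calls by construction, so the splits cannot exclude chance and say nothing for or against it. The slide block left 1 call. In the fit without ASC replicate 1 there were 269 calls, and without ASC replicate 2 there were 0. A biological difference between the tumour types or their genotypes stays open.

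Several gene sets also differed between the tumour types by the direct test. The alveolar type 2 set was higher in SCC by 1.07, the alveolar type 1 set by 0.75, the endothelial set by 0.70, the neutrophil set by 1.66 and the immediate early set by 0.40. No single array decided the camera calls of the 3 lung sets, whose highest camera adjusted p with an array left out was 0.0146. The differences then ranged from 0.69 to 1.34 (alveolar type 2), 0.50 to 0.93 (alveolar type 1) and 0.38 to 0.94 (endothelial). Fry did not call the endothelial difference (adjusted p = 0.0635). A higher share of normal lung cells of all types on the SCC arrays stays open. The 4 lung sets differed in their shift over 55 genes (permutation p = 0.00382, Benjamini-Hochberg adjusted 0.0115 in a family of 3, genes not being independent), but this rested on the club cell genes of the airway set, which had a mean of -0.02 with them. The 8 ciliated genes of that list were all higher in SCC, by 0.13 to 0.95 with a mean of 0.58, and with these alone in the airway set the sets did not differ (permutation p = 0.248 over 51 genes, Benjamini-Hochberg adjusted 0.248). Among the club cell genes, Bpifa1 and Scgb3a1 were higher by 5.08 and 5.56 in SCC than in WT, so tumour cells may express some of them. Sampling of tissue and tumour biology cannot be told apart by this design.

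For the neutrophil set, 13 of 14 genes were higher in SCC. Among them were S100a8 (2.63) and S100a9 (2.29). The set means of the arrays overlapped, with SCC replicate 1 at 0.05 and ASC replicate 1 at 0.33 relative to WT. Leaving out any single array left the set past the threshold (highest camera adjusted p = 0.000302, differences from 1.11 to 2.17). Infiltrating cells, blood left in the tissue and expression by tumour cells were not separated. The immediate early difference was the least stable. It lost its call with fry (adjusted p = 0.151), without ASC replicate 2 (0.30, adjusted p = 0.0617) and without SCC replicate 3 (0.28, adjusted p = 0.0642). Handling of the tissue before RNA extraction can change such genes and was not tested.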

How the results depend on the processing

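The agreement on unshared WT arrays, the fit to slide 1 alone and the array weights by group were chosen after seeing the data.

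The counts against WT stayed within 1.5 times of their values except under normexp (4393, 5125 and 4725 for SCC, ASC and both tumours combined) and with no fold threshold (12003, 14016 and 14903). The one-way model without moderation gave 5091, 6227 and 6042 at a fold over 2 and an unadjusted p under 0.01, and 5772, 7097 and 6902 after Benjamini-Hochberg adjustment. With an array left out the counts ranged from 5576 to 7150, 7055 to 7791 and 6672 to 7730. The splits of the arrays bear on chance. For SCC against WT and for ASC against WT, 1 of the 10 splits gave as many calls as the real one, itself, which cannot exclude chance with 3 arrays against 3. For all tumours against WT, 1 of the 84 splits did, the real one, which makes chance unlikely without excluding it. The splits were fitted as 2 groups, so the real split there had 6950 calls. They do not bear on other differences between the WT and tumour mice. The largest count in another split was 24, and the split by slide gave 0.

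The SCC against ASC count of 40 was the least stable: 69 under spike-in scaling, 1 with the slide block, 4 with no filter, 1 with a filter of at least 1 array above background, 0 in the fit to the tumours alone, 514 with the unmoderated one-way model at that threshold and 2 after its Benjamini-Hochberg adjustment, 0 on slide 1 alone and 1 with array weights by group. Leaving out an array gave 0 to 269. In these fits the cause was not tested, apart from the unequal spread. Under normexp 36.7% of its 49 calls were higher in SCC, against 60%, and with trend and robust variance 46.9% of 32.

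The replicate numbers did not pair the samples: deviations from the group means correlated at -0.373 to 0.03 between same-numbered arrays, and 0 of 9 pairs were over 0.1. With the replicate block the counts were 6246, 7556 and 7264 against WT and 0 between SCC and ASC. That block lost the calls of the airway set in SCC (-1.03, adjusted p = 0.0534), of Scgb1a1 in SCC and of the 13 named SCC against ASC genes, and changed no other call.

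The agreement of the SCC and ASC effects was 0.848 to 0.902 under other scalings and with no filter, 0.862 to 0.923 with an array left out, 0.830 to 0.865 in 6 pairings with unshared WT arrays, and 0.741 and 0.842 between slides, also with unshared WT arrays. Within slide 2 it was 0.760. Fewer arrays enter each effect in these. The counts of fixed genes for SCC against WT, ASC against WT and SCC against ASC stayed within 1.5 times in the 13 alternatives run for single genes.

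Of the gene sets, the camera calls with an estimated correlation were all lost, at the same means (in SCC squamous 7.02, alveolar type 1 -1.69, airway -1.03, endothelial -2.54 and proliferation 1.97; in ASC squamous 6.62, alveolar type 2 -1.95, alveolar type 1 -2.44, endothelial -3.24 and proliferation 1.59; in SCC against ASC alveolar type 2 1.07, alveolar type 1 0.75, endothelial 0.70, neutrophil 1.66 and immediate early 0.40), with adjusted p from 0.237 to 0.64. The construction, which estimates the correlation from few arrays, is a candidate cause. Another is that genes of a set vary together between mice by more than the preset correlation allows. Neither was tested. The neutrophil set means relative to WT ranged from -1.792 to 0.329 over the ASC arrays and from 0.051 to 1.544 over the SCC arrays. The immediate early means of the tumour types also overlapped, while the alveolar and endothelial means did not. For the overlapping sets, a small adjusted p at the preset correlation is thus no measure of separation between mice. Fry lost the endothelial and immediate early calls of SCC against ASC (0.70 and 0.40) and gained the airway set in ASC (-1.01, adjusted p = 0.0496). The airway set in ASC was also called under 75th percentile scaling (-0.79), normexp (-0.59) and no filter (-0.97), and ranged from -1.31 to -0.53 with an array left out. In SCC it was lost under spike-in scaling (-1.36) and ranged from -1.39 to -0.39. In SCC against ASC its sign reversed under spike-in scaling (0.035), no filter (0.041) and with an array left out (-0.45 to 0.62). The alveolar type 2 set in SCC was called with the slide block and with no filter (-0.88 in both, adjusted p = 0.0488 and 0.0487). The neutrophil set in SCC was called under spike-in scaling (0.63), and the proliferation set of SCC against ASC under 75th percentile scaling (0.35); the latter ranged from -0.21 (without ASC replicate 3) to 0.75. The squamous set of SCC against ASC ranged from -0.037 to 1.12 and the immediate early set from 0.28 to 0.57. The immediate early set reversed in ASC under 75th percentile scaling (0.086) and with an array left out (-0.22 to 0.024), and in SCC under spike-in scaling (-0.028). The cause was not tested.

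Single genes that reversed had differences not past the threshold in the values reported. Trp63 alone was past it after reversing: its mean over tested probes was 3.74 in SCC and 4.285 in ASC, since that mean includes the second probe. The same setting reversed Mapk8 (-0.024 in SCC and -0.24 in ASC) and Mapk9 in ASC (0.037). Under 75th percentile scaling Trp63 (0.015), Mapk9 (0.17), Prkaa1 (0.012) and Il1b (0.001) reversed in ASC and Krt14 (-0.009) in SCC against ASC. Under spike-in scaling Nkx2-1 (-0.33 in SCC and -0.16 in ASC), Mapk8 (-0.55) and Mtor (-0.48) in ASC, and Trp63 (0.005) and Map2k4 (0.067) in SCC against ASC reversed. Normexp reversed Mapk9 in ASC (0.046), and the series matrix values Il1b in ASC (0.84). With an array left out, ASC against WT ranged from -0.455 to 0.44 for Il1b, -0.675 to 0.076 for Map2k7, -0.028 to 0.37 for Mapk8 and -0.285 to 0.21 for Mapk9, and Nkx2-1 in SCC from -0.13 to 0.21. SCC against ASC ranged from -0.47 to 1.27 for Krt14, -1.38 to 0.23 for Krt5, -0.17 to 0.064 for Map2k4, -0.72 to 0.029 for Map2k7, -0.81 to 0.034 for Scgb1a1 and -0.225 to 0.22 for Trp63. The cause was not tested, apart from Il1b in the series matrix. Low signal over background limits Mapk8, whose brightest tested probe was above it on 6 of the 9 arrays and its other tested probe on 4.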

Other observations

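The tests of the Trp63 probes, of Eif2s3y and of the Il1b spots, the Uty and Kdm5d values, the contrast of the endothelial with the alveolar type 2 set, the test of the lung sets without club cell genes, and the choice of the single lung genes were chosen only after the results were seen.

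Series matrix values over 1 log2 unit from the values computed here were found at 114 combinations of probe and array. All 114 belonged to the 432 probes printed in more than 1 spot, and 113 had a spot marked as an outlier on that array. On ASC replicate 3, 1 of the 10 Il1b spots read 14.06 (log2 processed signal), against a median of 8.16 for the others. Il1b was 8.62 there from the unmarked spots and 11.27 in the series matrix. The mean signal over all 10 spots, including 2 marked ones, came to 11.42, which left a difference of -0.15. This is consistent with a marked spot having entered the deposited value. It turned the ASC difference of Il1b from -0.07 to 0.84. No biological explanation was tested.

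Normal lung markers fell unequally in the tumours. A single lower share of normal lung cells would lower all types alike, but the 4 lung sets fell by different amounts in SCC (permutation p = 0.0162 over 55 genes) and in ASC (p = 0.0438), in a family of 3 with Benjamini-Hochberg adjusted values of 0.0243 and 0.0438. Without the club cell genes of the airway list the permutation p was 1e-05 in SCC, the smallest that 100000 permutations can give, and 0.0198 in ASC over 51 genes (Benjamini-Hochberg adjusted 3e-05 and 0.0297). Genes are not independent, and the ASC tests are close to the threshold. The endothelial set fell further than the alveolar type 2 set in SCC (difference -1.66). Genes also moved unequally within a set. Of the type 2 genes in SCC, Sftpd (0.02) and Sftpc (-0.09) were near their WT level, while Cxcl15 (-2.39), Etv5 (-1.92) and Sftpa1 (-1.86) fell about as far as the type 1 gene Ager (-1.96), and Aqp5, also type 1, was higher by 0.45. The source of these differences was not tested and stays open.

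The ASC replicates had different descriptions. Of 28 alveolar type 1 and endothelial genes, 24 were higher on both ASC replicates 1 and 2 (whole lung) than on ASC replicate 3 (whole lung tumour), against 35.9% of all 14634 genes. More normal lung in replicates 1 and 2 could give this, but 0 of 12 airway genes followed and 17 of 17 proliferation genes were also higher there. With a single array on one side, the extent of normal lung cannot be told apart from differences between tumours. Nor can it be told apart from the slide, since replicates 1 and 2 lay on slide 1 and replicate 3 on slide 2. ASC replicate 3 also had the lowest share of spots well above background (52.1%).

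The sexes of the animals were unequal between groups. WT replicate 1 had Ddx3y at 10.28 and Xist at 2.26, while the other 8 arrays had Xist from 8.64 to 9.50 and Ddx3y from 2.30 to 2.45. Thus 1 array, in WT, had Ddx3y above Xist, and unequal sex of the animals is the likely source. Without it the counts against WT were 5969 for SCC and 7255 for ASC. The Eif2s3y probe does not follow this pattern. It read 10.94 on WT replicate 1 and 8.13 and 8.05 on WT replicates 2 and 3, but at most 3.198 on the tumour arrays. Male RNA in those WT samples would bring Ddx3y to about 7.43, and its mean there was 2.37. The other Y-linked probes were dim on most arrays and did not all follow the pattern of Ddx3y. A Uty probe read 6.36 on WT replicate 2 and 4.12 on WT replicate 1, and Kdm5d read 5.31 on SCC replicate 3, and these were not explained. Binding of the X-linked Eif2s3x RNA, alike in all animals, would light up the tumour arrays too, since the Eif2s3x probes were no lower there than on WT replicates 2 and 3. A sequence variant that differs between the WT and tumour mice stays possible and was not tested.

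The Trp63 probes differed by at least 7.76 in their ASC difference from WT, with WT arrays below the lowest signal well above background raised to it, so they did not read the same RNA in the same way. The probe that read 11.94 in WT may bind another transcript or a Trp63 form that WT lung also makes. The probe sequences were not analysed here. With the squamous markers Krt5 and Krt14, the other probe rose on all 6 tumour arrays.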
